A study of Mus musculus with 6 samples. Its data were reported in "Early downregulation of hair cell (HC)-specific genes in the vestibular sensory epithelium during chronic ototoxicity" (2025).

How the data were processed

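Vestibular epithelium of male 129S1/SvImJ mice was analysed by bulk RNA-seq, with 3 Control animals and 3 animals given 3,3'-iminodipropionitrile (IDPN), a nitrile that is toxic to the sensory hair cells (HCs) of the inner ear. IDPN was given at 30 mM in drinking water for 8 weeks, and Control animals drank plain water. Each library came from 1 animal, from which 2 utricles and 6 cristae (the vestibular sensory organs) were pooled. Reverse transcription started from 6 to 11 ng of total RNA under a SMART-seq2 protocol, which copies polyadenylated RNA from an oligo-dT primer, with 8 cycles of cDNA amplification and 12 cycles of library amplification. The protocol carries no molecular identifiers, so reads are not independent molecules and any error from counting alone understates the true error. The labels give all 6 libraries a single batch. The title codes of the 3 Control animals share a stem that no IDPN animal has, so any difference that goes with that stem cannot be told apart from the treatment.

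The authors aligned paired reads with STAR to the GRCm38 mouse genome and estimated gene counts with RSEM on a GENCODE annotation. The deposited values are these estimated counts (expected counts), given as whole numbers with no normalization and no filter on low counts. RSEM divides reads that match several genes among them, so members of gene families with near-identical sequence share an uncertain split. The deposited table held 52636 genes, and 97 symbols were used by more than 1 gene. Total estimated counts lay between 40474800 and 43566300 per library.

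Gene-level differences were tested with the DESeq2 Wald test (DESeq2 1.42.0 in R 4.3.3) with median-of-ratios size factors and no covariate. The study's methods name DESeq2 with a false discovery rate under 0.05 and a fold change above 1.5. They do not state the test, the size factors or covariates. A gene was called when its Benjamini-Hochberg adjusted p (Padj) was under 0.05 and its fold change exceeded 1.5 in either direction. DESeq2's independent filtering was on at the same threshold, and its Cook's distance filter left 40 genes without a p-value. The edgeR quasi-likelihood test (edgeR 4.0.16) with TMM factors and filterByExpr was the first alternative. Principal component analysis used the 500 most variable genes after the regularized log. Single values per library were compared with two-sided exact permutation tests of the difference in means, for which 3 against 3 libraries cannot give p under 0.10.

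Gene lists were tested on voom values (limma 3.58.1) with camera at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 30 lists that kept at least 3 genes. The lists covered the 34 genes that the study found downregulated in all its comparisons, other genes named in its text, cell types (HC, type I and type II HC, supporting cell, macrophage, lymphocyte, Schwann cell, neuron, stroma, dark and transitional cell, melanocyte, endothelium and erythroid), responses (interferon, NF-kB inflammation, immediate early, unfolded protein, p53, oxidative stress and proliferation), and functions (tRNA synthetase, HC synapse, mitochondrially encoded, complex I, ribosomal protein, cadherin and protocadherin, clustered protocadherin and motile cilium), with sex-linked genes as a check. Fry and camera with a correlation estimated per list were run beside it. The lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. The named genes were the 10 upregulated and 10 downregulated genes with the largest fold changes among called genes with a mean normalized count of at least 100 and no overlap between the groups' libraries, together with genes the study's text names. Gene models without a symbol were not named. Not every gene that met this rule is reported here.

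Gene coordinates, transcript lengths and GC content came from GENCODE M21 on the same GRCm38 build, which is a later release than the authors' annotation. A length was found for 52403 genes (99.6%). Alternatives covered the test, size factors, low-count filter, independent filtering, fold-change threshold, smooth offsets for transcript length or GC content (lowess span 0.3), protein-coding genes only, and leaving out each library in turn. Offsets for gene abundance, the Cook's distance filter switched off, and total-count scaling of the lists, named genes and protocadherin clusters were chosen after seeing the data. Gene Ontology and Hallmark sets were not used here.

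The code was tested on simulated counts drawn from the observed means, size factors and dispersions with 200 genes changed 4-fold. The DESeq2 test recovered 99.5% of the 200 changed genes, and 11.2% of its 224 calls were false. The edgeR test recovered 99.5% of the 200, and 5.69% of its 211 calls were false. With no gene changed, DESeq2 called 3 and edgeR 1 of 25689 genes. Camera passed 0 of 100 lists of unchanged genes, which were simulated as independent of each other.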

Results

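RNA-seq of the vestibular sensory epithelium compared 3 Control mice with 3 mice exposed to IDPN for 8 weeks, to determine how gene expression changes in this tissue under chronic ototoxic exposure. Total estimated counts, rounded to 6 digits, were 42280600, 42403200 and 43362700 in Control 1 to 3 and 41568700, 43566300 and 40474800 in IDPN 1 to 3. Depth did not separate the groups (two-sided exact permutation p = 0.50). Counts were less concentrated after IDPN. The 100 most abundant genes took 52.0% ± 3.26 (SD, n = 3) of the counts in Control and 46.4% ± 1.79 (SD, n = 3) in IDPN, with an exact permutation p of 0.10, the smallest that 3 against 3 libraries allow, and an adjusted p of 0.225 over the 9 technical measures compared. Control 3, at 48.3%, lay close to IDPN 2 at 48.2%. Genes with at least 10 counts numbered 15701, 15812 and 16405 in Control and 16812, 16208 and 16442 in IDPN. Size factors ran from 0.825 in Control 1 to 1.21 in IDPN 1. Counts of replicate libraries differed by far more than sampling noise, with a chi-square per degree of freedom from 40.7 to 158 over the 6 pairs within groups.

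The first principal component carried 61.3% of the variance and ordered Control and IDPN animals without overlap (exact permutation p = 0.10, the smallest possible). The Control animals scored −10.34, −7.38 and −8.14 on it. The IDPN animals scored −0.13, 21.73 and 4.26, so IDPN 2 lay far from IDPN 1 and IDPN 3. The second component carried 21.95%. The share of the first component fell most, to 45.7%, when all genes with at least 10 counts in 3 samples were used.

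**Figure D1:**
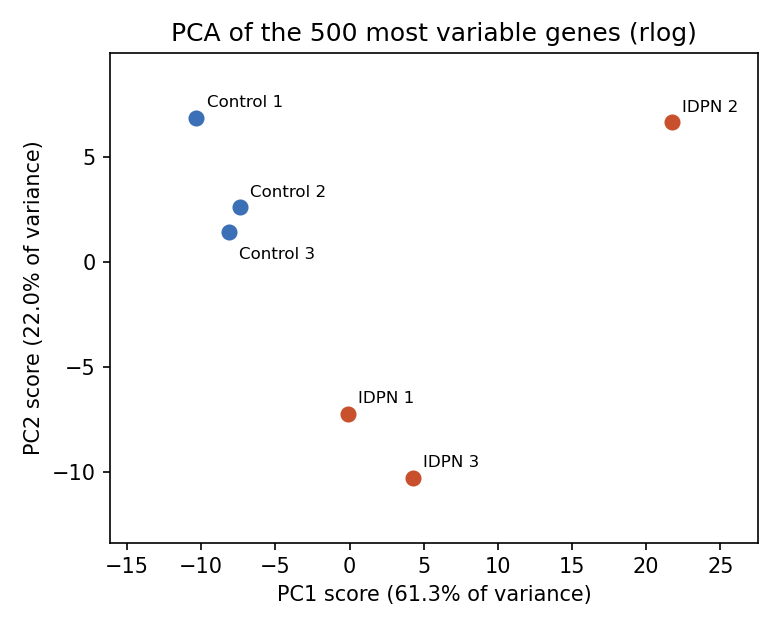
Scores of the 6 libraries on the first (x axis, 61.3% of variance) and second (y axis, 21.95%) principal components of the 500 most variable genes, with Control in blue and IDPN in red. The 3 Control libraries sit together on the left, and IDPN 2 sits alone on the right at 21.73.

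With DESeq2, 1014 genes passed Padj under 0.05 and a fold change above 1.5, of which 410 were upregulated and 604 downregulated (59.6% of the calls) in IDPN. Of these, 368 upregulated and 577 downregulated genes were protein-coding. The libraries of the groups did not overlap for 396 of the upregulated and 587 of the downregulated genes. Over all 17650 genes with a Padj the groups did not overlap for 22.5%, where chance gives 10%. The count depended strongly on the test. The edgeR quasi-likelihood test at the same thresholds called 166 upregulated and 357 downregulated genes, of which 165 and 357 were shared with DESeq2. The split depended on the scaling. With size factors proportional to total counts, 609 genes were upregulated and 214 downregulated (26% of the calls), and the median log2-Fold_Change of 16418 genes with at least 10 counts in 3 samples shifted by 0.25. The direction of modest changes is therefore relative to the typical gene, and not to the total RNA of the library. Leaving out a library also changed the count of upregulated genes by more than 1.5 times, to 243 without Control 1, 246 without Control 2, 234 without IDPN 2 and 265 without IDPN 3. Among the alternatives run, the largest fall in calls came from testing against a fold change of 1.5 in place of a threshold on the estimate, which left 34 upregulated and 111 downregulated genes.

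Among the upregulated genes, Csn3 (ENSMUSG00000001622.15, chromosome 5, 87925579 to 87932665) had the lowest p of all genes. Its normalized counts rose from 373 ± 71.8 (SD, n = 3) in Control to 4402 ± 1067 (SD, n = 3) in IDPN, a log2-Fold_Change of 3.56 (SE 0.22, DESeq2 Padj = 4.72e-57). Chia1 (chromosome 3, 106113229 to 106132120) rose from 173 ± 20.9 to 1331 ± 615 (SD, n = 3 each), with a log2-Fold_Change of 2.95 (SE 0.28, DESeq2 Padj = 5.15e-23). The others in this group were Itih4 (log2-Fold_Change 3.06), Dapl1 (2.40), Stc1 (2.36) and the interferon-responsive genes Usp18 (3.21), Ifit3b (3.35), Ifit3 (3.16), Mx2 (2.84) and Rtp4 (2.71). Mx2 lost its call without IDPN 2 (log2-Fold_Change 2.72, DESeq2 Padj = 0.0520). For Ifit3b and Ifit3 the estimate rested largely on IDPN 3. Ifit3 had normalized counts of 1242, 2859 and 14053 in IDPN 1 to 3 against 545, 1027 and 464 in Control 1 to 3. Its log2-Fold_Change was 1.60 without IDPN 3 (DESeq2 Padj = 0.161), its edgeR adjusted p was 0.0548, and of the 6 fits that left out a library it kept its call in the fit without IDPN 1 alone, with DESeq2 Padj from 0.00121 to 0.234. Ifit3b had a log2-Fold_Change of 1.80 without IDPN 3 (DESeq2 Padj = 0.00426), an edgeR adjusted p of 0.0510, and no call without Control 1 (DESeq2 Padj = 0.177) or Control 3 (0.0950). Ifit3 and Ifit3b are close paralogs, so the split of reads between them is uncertain. Exons of Usp18, Rtp4 and Stc1 overlap those of other annotated genes.

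Among the downregulated genes, Vcan (ENSMUSG00000021614.16, chromosome 13, 89655312 to 89742509) fell from 582 ± 43.2 normalized counts in Control to 20.03 ± 12.4 in IDPN (SD, n = 3 each), a log2-Fold_Change of −4.84 (SE 0.33, DESeq2 Padj = 6.92e-45). Cbln4 (ENSMUSG00000067578.3, chromosome 2, 172036233 to 172043466) fell from 761 ± 58.5 to 31.9 ± 16.0 (SD, n = 3 each), with a log2-Fold_Change of −4.56 (SE 0.29, DESeq2 Padj = 4.45e-52). Sod3 (ENSMUSG00000072941.5, chromosome 5, 52363791 to 52371418) was the most abundant of them and fell from 50603 ± 16567 to 3763 ± 910 (SD, n = 3 each), with a log2-Fold_Change of −3.75 (SE 0.24, DESeq2 Padj = 1.33e-49). Msln (log2-Fold_Change −3.10) and Wnt3 (−2.92) also fell in every IDPN library below every Control library. The group further held Pcdhb20 (−3.94), Pcdhb17 (−3.48), Pcdhb16 (−3.41) and Pcdhb11 (−3.09), which are neighbouring protocadherin genes of similar sequence on chromosome 18. All of these downregulated genes kept their call with edgeR, under total-count scaling and without any single library.

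The genes listed as downregulated in every rat and mouse comparison were examined as a set. They were chosen partly on these libraries, so they are not independent evidence. All 34 were lower in every IDPN library than in every Control library and had a Padj under 0.05, with a median log2-Fold_Change of −1.37. The DESeq2 call was reached by 31, also by 31 when adjusted over the list alone. The other 3, Ap3b2 (−0.54), Tmcc2 (−0.54) and Car12 (−0.53), missed the fold-change threshold. The edgeR test called 28, and total-count scaling 20, the lowest number among the alternatives apart from the test against a fold change of 1.5, which called 15. Without 1 library the number lay between 28 (without IDPN 3) and 32 (without Control 2). Kcnab1 fell from 4457 ± 882 to 591 ± 124 normalized counts (SD, n = 3 each), with a log2-Fold_Change of −2.91 (SE 0.20, DESeq2 Padj = 7.81e-43). Fbxw7 had a log2-Fold_Change of −2.53 (SE 0.21, DESeq2 Padj = 1.15e-31). Vsig10l2, listed as Gm1113 (ENSMUSG00000098590.4, chromosome 9, 35509222 to 35518269), fell from 8980 ± 1145 to 1971 ± 539 (SD, n = 3 each), with a log2-Fold_Change of −2.19 (SE 0.21, DESeq2 Padj = 8.55e-23) and rank 14 by p among genes changed in either direction. Bdnf (−1.89), Bmp2 (−2.09), Ptprq (−1.55) and Kcna10 (−1.04) fell as well.

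Lists fixed in advance asked whether HC genes outside these 34 fell too. The 45 genes of the HC list had a median log2-Fold_Change of −0.47, with 38 lower and 7 higher (camera adjusted p = 1.46e-09). Of the alternatives, total-count scaling moved this median most, to −0.20. DESeq2 called 10 downregulated and 1 upregulated over all genes tested, and 12 and 1 when adjusted over the list alone. The study's text names 8 of the 45, and none is among the 34. Individual genes fell by different amounts. Pou4f3 fell by 1.00 on the log2 scale (SE 0.14, DESeq2 Padj = 9.34e-10) and Lhfpl5 by 0.66 (DESeq2 Padj = 0.000685), though Lhfpl5 was not called under total-count scaling (−0.42, DESeq2 Padj = 0.286). Myo7a, at 799 ± 239 and 808 ± 133 normalized counts (SD, n = 3 each), did not differ (log2-Fold_Change 0.01, SE 0.23, DESeq2 Padj = 0.987). Calb2, which marks type II HCs, fell by 0.90 (DESeq2 Padj = 0.00125) and was not called under total-count scaling (−0.68, DESeq2 Padj = 0.102). Spp1, which marks type I HCs, fell by 0.53 without a call (DESeq2 Padj = 0.0502, edgeR adjusted p = 0.393). Its groups overlapped, with Control 3 at 758872 normalized counts and IDPN 2 at 762993. It was called without Control 3 (−0.66, DESeq2 Padj = 0.00360) or IDPN 2 (−0.68, DESeq2 Padj = 0.00606). Over the 6 fits without 1 library its DESeq2 Padj reached 0.279. The type I HC list, of which 9 of 10 genes are also among the 34, had a median of −1.91 (camera adjusted p = 1.49e-18), the 4 type II HC genes a median of −0.32 (0.0554), and the HC synapse list a median of −0.48 (0.000441). The motile cilium list of 54 genes had a median of −0.66, with 48 lower (camera adjusted p = 1.41e-17). DESeq2 called 22 of them downregulated over all genes tested, and 24 when adjusted over the list alone.

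**Figure D2:**
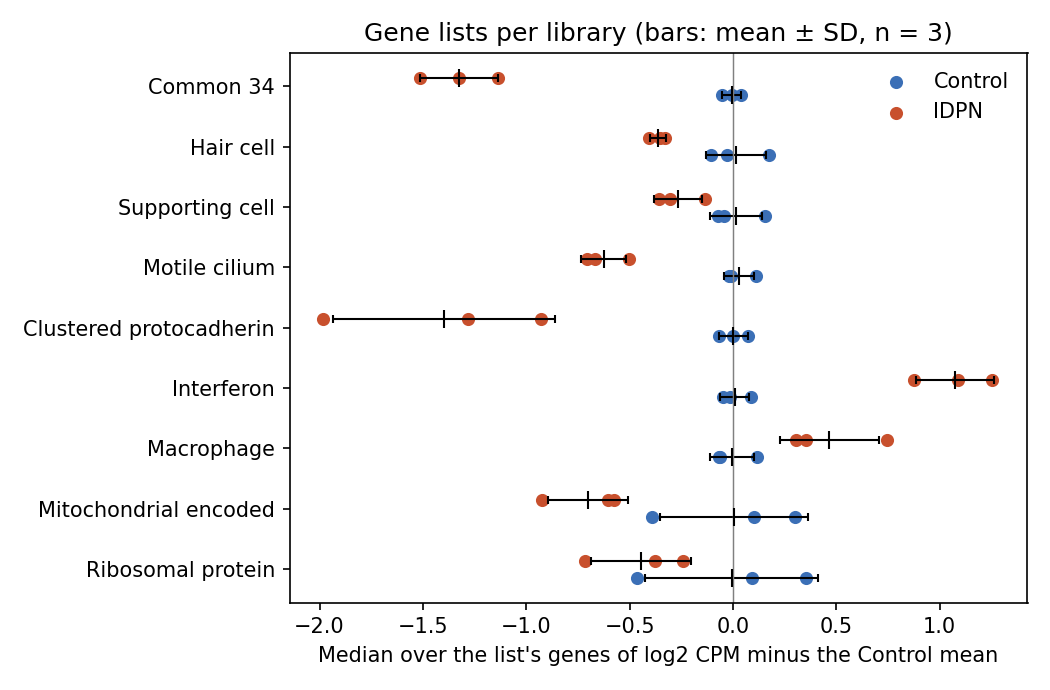
For 9 gene lists, the median over the list's genes of log2 CPM minus the Control mean (x axis), 1 point per library. Counts were scaled to library size adjusted by TMM factors. Control is in blue, IDPN in red, and bars show mean ± SD (n = 3). The groups overlap for the ribosomal protein list alone, where Control 3 lies among the IDPN libraries at −0.46.

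The interferon list of 48 genes had a median log2-Fold_Change of 1.14, with 46 genes higher (camera adjusted p = 8.72e-21). DESeq2 called 26 of its 50 genes upregulated over all genes tested, and 36 when adjusted over the list alone. Of these 50 genes, 11 are also in the study-named list, and the study's text names Oas1a and Ifi27 as well. Irf9 rose by a log2-Fold_Change of 1.52 (DESeq2 Padj = 2.53e-08), Irf7 by 1.94 (1.11e-06, but 0.0516 without Control 3), Isg15 by 2.18 (0.000111) and Anxa1 by 2.08 (7.57e-15). Stat3 (0.41, DESeq2 Padj = 0.309) and Oas2 (0.12, DESeq2 Padj = 0.973) were not called. Stat3 was still higher in every IDPN library than in every Control library. Oas2, with a mean of 13.3 normalized counts (SE of its log2-Fold_Change 0.98), was too low to show whether it changed.

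The cadherin and protocadherin list of 79 genes had a median log2-Fold_Change of −0.71, with 64 lower (camera adjusted p = 1.15e-16). DESeq2 called 32 downregulated and 2 upregulated over all genes tested, and 36 and 2 when adjusted over the list alone. The fall was uneven. The 22 genes of the beta protocadherin cluster (chromosome 18, 37264938 to 37524479) summed to 2900 ± 276 normalized counts in Control and 356 ± 114 in IDPN (SD, n = 3 each, exact permutation p = 0.10, the smallest possible), a log2 ratio of −3.03. The gamma cluster next to it (37661793 to 37841873) summed to 13305 ± 1147 and 11589 ± 1293 (SD, n = 3 each, exact permutation p = 0.20), a log2 ratio of −0.20. The alpha cluster had a log2 ratio of −0.85 and the 35 genes outside the clusters one of −0.35. Under total-count scaling, where the median gene shifted by 0.25, the direction of the gamma sum flipped (log2 ratio 0.055), while the beta (−2.77), alpha (−0.62) and other (−0.10) sums stayed lower. Pcdhgc3 and Pcdhgc4, picked after their values were seen, made up 62.5% of the gamma sum. Gene by gene, the median log2-Fold_Change of the 21 gamma genes kept was −0.46, with 16 lower, and −0.22 with 14 lower under total-count scaling. The gene medians were −3.46 for beta and −1.94 for alpha, and −3.16 and −1.68 under total-count scaling. For the 29 genes kept outside the clusters the median was −0.32, with 21 lower and 8 higher, and −0.064 under total-count scaling, with 15 lower and 14 higher. The clusters were set apart after the values had been seen.

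**Figure D3:**
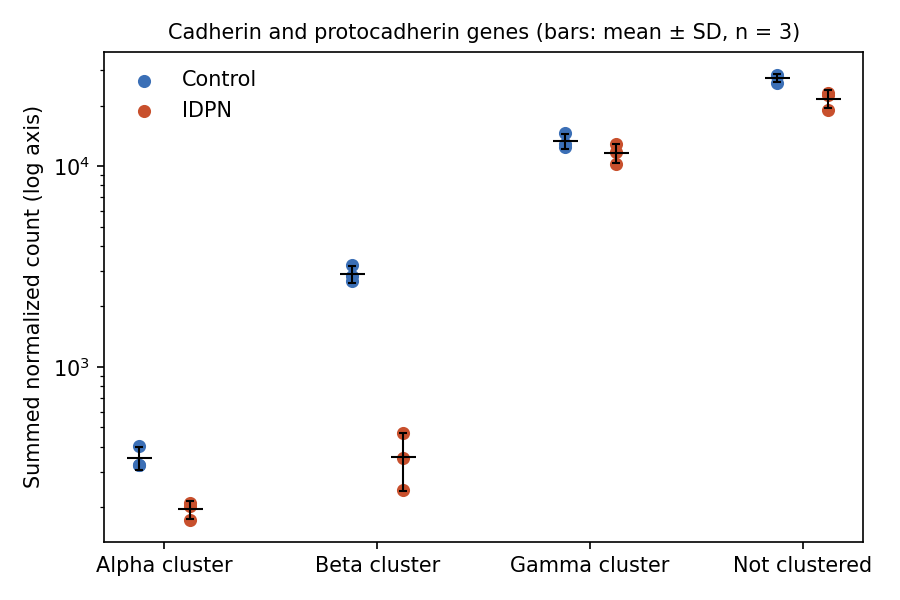
Summed normalized counts (y axis, log scale) of the alpha, beta and gamma protocadherin clusters and of the other cadherin and protocadherin genes, 1 point per library, with Control in blue, IDPN in red and bars showing mean ± SD (n = 3). The beta cluster falls from a mean of 2900 to 356, while the gamma sums of the groups overlap and their log2 ratio of −0.20 becomes 0.055 under total-count scaling.

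Of the 30 lists, 18 passed an adjusted p of 0.05 with camera at its preset correlation, 9 of these also passed with fry, and 3 also with a correlation estimated for each list (the 34, the type I HC list and the motile cilium list). The HC (0.204), interferon (0.158) and cadherin and protocadherin (0.158) lists passed with fry but not with the estimated correlation. Other lists that passed camera alone, and not fry, were macrophage (median 0.51), melanocyte (0.74), erythroid (0.92), oxidative stress (0.48), immediate early (1.59), dark and transitional cell (−0.42), mitochondrially encoded (−0.70), complex I (−0.26) and ribosomal protein (−0.46). The p53 list (0.39) and the clustered protocadherin list (−1.33) passed camera and fry. Camera did not pass the supporting cell (−0.23), Schwann cell (−0.22), neuron (−0.33), stroma (0.06), endothelium (−0.07), NF-kB (0.24), unfolded protein response (0.16), tRNA synthetase (−0.03), proliferation (0.89), study-named (0.27) or sex-linked (0.19) lists. At the main settings the type II HC and neuron lists passed fry alone. Single libraries decided several of these calls. Without IDPN 2 the macrophage median was 0.28 (camera adjusted p = 0.0876), oxidative stress 0.25 (0.139), dark and transitional cell −0.34 (0.0517) and immediate early 0.22 (0.405), while the supporting cell list passed (−0.32, 0.0271). The dark and transitional cell list did not pass without Control 1 either (−0.29, 0.111). The type II HC list passed without Control 2 (−0.35, 0.0463) or IDPN 3 (−0.42, 0.0390), NF-kB without Control 1 (0.32, 0.0300) or IDPN 1 (0.43, 0.0214), unfolded protein response without Control 3 (0.32, 0.0295) or IDPN 3 (0.33, 0.00837), and the study-named list without IDPN 1 (0.020, 0.0179). The melanocyte median was 0.35 without Control 3, and without Control 2 the complex I median was −0.14 and the ribosomal protein median −0.27. Other settings changed calls too. The unfolded protein response list passed camera with abundance offsets (0.26, 0.00688) and under total-count scaling (0.40, 0.0305). Under that scaling the supporting cell list passed as well (0.0094, 0.0265), although its median lay below that of all genes (0.26). Camera compares a list with the other genes, so this pass does not show a rise. The neuron list passed where every sample needed at least 10 counts (−0.60, 0.0336). With abundance offsets the dark and transitional cell list did not pass (−0.32, 0.0549). Only 2 of the 11 lymphocyte genes were abundant enough, so that list was not tested.

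The stress gene Atf3, which the study examined further, had normalized counts of 65.5, 38.1 and 69.4 in Control and 102, 3420 and 143 in IDPN. Its log2-Fold_Change of 4.40 (SE 1.41) had no DESeq2 p-value, because the Cook's distance filter removed it. The edgeR adjusted p was 0.0892. With that filter off the DESeq2 Padj was 0.0325. Over the 6 fits without 1 library the DESeq2 Padj ran from 0.00865 (without IDPN 1) to 0.197 (without Control 2), and it passed in 1 other fit, without IDPN 3 (0.0200). Without IDPN 2 the log2-Fold_Change was 1.08 (SE 0.42, DESeq2 Padj = 0.133). IDPN 2 decided this value. Cebpb (log2-Fold_Change 4.01, DESeq2 Padj = 0.0994, but 0.0102 without Control 3) and Atf4 (0.80, DESeq2 Padj = 0.585) were not called. Atf4 was at 6986 normalized counts in IDPN 2 and 1808 and 2049 in IDPN 1 and 3, and its log2-Fold_Change was −0.11 without IDPN 2. Notch1 was called (0.70, DESeq2 Padj = 0.0480), but not without IDPN 2 (0.33, DESeq2 Padj = 0.355), Control 1 (0.62, 0.258) or Control 2 (0.70, 0.217), with length offsets (DESeq2 Padj = 0.0678) or by edgeR (adjusted p = 0.168). Pink1 rose from 5954 ± 3164 to 14288 ± 1016 normalized counts (SD, n = 3 each) without reaching the threshold (log2-Fold_Change 1.26, DESeq2 Padj = 0.128), and Control 1 was lowest at 2474. It was called without Control 1 (0.89, DESeq2 Padj = 0.000113), without Control 3 (1.64, DESeq2 Padj = 0.0173) and under total-count scaling (1.44, DESeq2 Padj = 0.00410). Yars (−0.06), Lars (−0.13), Slc7a1 (0.17), Slc1a4 (0.04) and Ppib (−0.30) were not called.

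**Figure D4:**
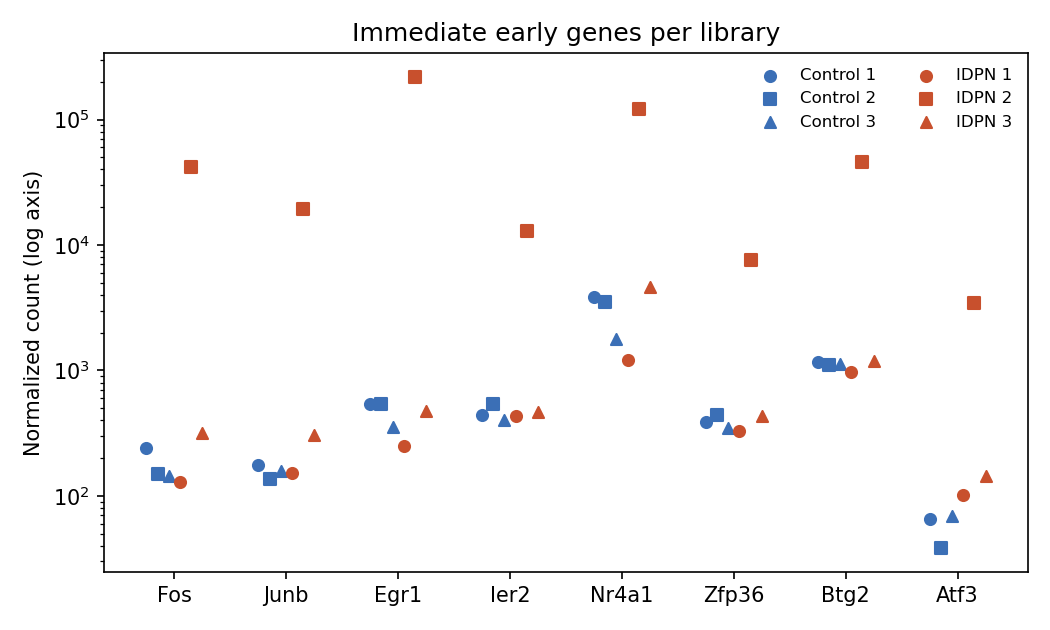
Normalized counts (y axis, log scale) of 8 immediate early genes in each library, with Control in blue, IDPN in red and a marker shape for each replicate. IDPN 2 is the highest library for each gene, at 220092 for Egr1 and 3420 for Atf3.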

Values the study reported

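The study reported 1134 differentially expressed genes between control mice and mice given IDPN, of which 695 were downregulated and 439 upregulated. Across its comparisons in rats and mice, 34 genes were downregulated in all of them. The study gave a range of 52.2 to 80.3% for the variance carried by the first principal component over its 4 experiments. It gave Vsig10l2 (Gm1113) rank 14 in mice given IDPN, in a sentence on the most significantly downregulated genes. The rank by p given above counts genes changed in either direction, so the ranks may not be alike.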

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

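Which library or setting mattered was examined for the counts of called genes, the 4 planned lists, the first principal component and the named genes. No paired analysis was possible because the replicate numbers were given in accession order and the labels pair no Control animal with an IDPN animal.

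The numbers of upregulated and downregulated genes were 166 and 357 with edgeR and 153 and 353 with limma-voom, against 410 and 604. Testing against a fold change of 1.5 gave 34 and 111, and 15 of the common 34 genes, which follows from its stricter null hypothesis. Total-count scaling gave 609 and 214, and 20 of the 34. In the simulation DESeq2 gave more false calls (11.2%) than edgeR (5.69%), which bears on the gap between these tests without showing its whole cause. Over the 6 fits that each left out 1 library, upregulated genes numbered from 234 to 611, downregulated genes from 436 to 720 and the called genes of the 34 from 28 to 32. The lowest number of upregulated genes came without IDPN 2 (234, of which 202 were among the 410) and the highest without Control 3 (611). Other filters, TMM, length, GC and abundance offsets, and the Cook's distance filter switched off kept the counts within 1.5 times. No gene called both here and under one of these alternatives changed its direction.

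The HC, interferon, cadherin and protocadherin, and motile cilium lists kept their direction under every alternative run. With an estimated correlation the HC list (median −0.47), the interferon list (1.14) and the cadherin and protocadherin list (−0.71) had adjusted p of 0.204, 0.158 and 0.158. The motile cilium list stayed past the threshold (0.0428). Without any 1 library the HC median ranged from −0.52 to −0.32, the interferon median from 1.01 to 1.28, the cadherin and protocadherin median from −0.92 to −0.63, and the motile cilium median from −0.68 to −0.54. Under total-count scaling, where the median of all genes shifted by 0.25, the HC median was −0.20, the motile cilium median −0.40, the cadherin and protocadherin median −0.47 and the interferon median 1.38. The first principal component carried 45.7% over all genes with at least 10 counts in 3 samples, and from 62.3 to 69.9% without 1 library. The cause of that difference was not tested.

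Among other lists, total-count scaling changed the sign of the supporting cell (0.0094), Schwann cell (0.034), endothelium (0.19) and tRNA synthetase (0.22) medians, and abundance offsets that of tRNA synthetase (0.018). Over the fits without 1 library the study-named median ranged from −0.027 to 0.34, Schwann cell from −0.41 to 0.0089, stroma from −0.042 to 0.30 and endothelium from −0.28 to 0.18. Of the other changes in these lists, 27 were losses of the threshold and 13 gains. Without 1 library the supporting cell median ranged from −0.32 to −0.066 and the neuron median from −0.63 to −0.12. The immediate early list fell to 0.22 without IDPN 2.

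For 51 of 89 named genes, called or not, no alternative that gave a value changed the direction or the side of the threshold. For the others there were 57 losses of a call and 24 gains. The 13 changes of sign were in these genes. Total-count scaling gave Yars 0.19 and Lars 0.13, length offsets gave Myo7a −0.027, and abundance offsets gave Oas2 −0.033. Without 1 library Myo7a ranged from −0.12 to 0.29, Atf4 from −0.11 to 1.12, Oas2 from −0.46 to 1.22 and Slc1a4 from −0.023 to 0.14.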

Other observations

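The tests of whole HC loss, length, GC content, dilution of the HC list, immune cells, the other immediate early genes and the splits of the samples for the number of called genes were planned, while the other splits, the tests without IDPN 2, dilution of the motile cilium list, Cochran's Q as a test of even dilution and all tests on the protocadherin cluster were chosen only after the results were seen.

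The real grouping stood apart from the other 9 ways of splitting the 6 libraries into 3 and 3 for called genes, but much less for gene lists. The real split was the only 1 of 10 with as many called genes. The other splits called from 0 to 114. It was also the only 1 of 10 for the common 34 genes and for the absolute medians of the HC, interferon, cadherin and protocadherin, and motile cilium lists, where the largest values in other splits were 0.31, 0.63, 0.58 and 0.32. With 10 splits the share cannot go below 0.1. For the number of lists passed by camera the real split was again the only 1 of 10, with 18 of 30, and the other splits passed from 7 to 16. Each of those splits keeps part of the difference between Control and IDPN, so these counts do not show how often lists pass where nothing differs.

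IDPN 2 stood apart from the other libraries. It had 61 genes at least 4-fold above every other library, against 0 to 7 in each of the others. In the other direction Control 1 stood out, with 22 genes at least 4-fold below every other library, against 0 or 1 in each of the others, and no explanation was tested for these. Genes were picked here after their values were seen. Egr1 was at 220092 normalized counts in IDPN 2 and between 250 and 541 in the other libraries, Fos at 41737 against 129 to 315, and Junb at 19525 against 136 to 307. All 14 immediate early genes other than Atf3 were highest in IDPN 2, which goes with the stress of dissection or handling of that animal as a source of its Atf3 value. An effect of IDPN of the size seen in IDPN 2 (list median 4.82) and common to the treated animals is argued against, since the list's median log2-Fold_Change was 0.22 without IDPN 2 (camera adjusted p = 0.405). An IDPN response present in that animal alone stays open. For the smaller Atf3 rise in IDPN 1 and 3, the other immediate early genes had a median log2-Fold_Change of 0.085 over 12 genes. The libraries went opposite ways, with a list median of −0.20 in IDPN 1 and 0.50 in IDPN 3, against 0.197 in the highest Control library. Atf3 itself did not pass the threshold without IDPN 2, so dissection stress and an effect of IDPN cannot be told apart in these libraries.

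The fall of HC genes was not uniform. Over 26 genes of the HC list with a mean normalized count of at least 500, Cochran's Q of the log2-Fold_Changes was 141 on 25 degrees of freedom, with values from −1.21 (Myo15) to 0.63 (Grxcr2). Loss of whole HCs alike over all types, as the only cause, would give 1 common value. The test treats genes as independent, and genes also expressed by other cells would fall less. Loss of 1 HC type, and lower expression per cell, may therefore both contribute. In the paper, hair bundle counts in the central utricle of mice from an earlier study were unchanged at the end of IDPN exposure. Extruding HCs were seen, and counts weeks later were lower. In rats given IDPN, label per HC fell for several HC products, but not for Myo7a protein. The paper concludes that limited HC loss cannot explain the falls. Its mouse counts were a rough estimate and did not cover cristae or separate HC types. Length and GC content bias are argued against as the whole cause, since the median of the HC list stayed at −0.41 with length offsets and −0.49 with GC offsets. The motile cilium median stayed at −0.64 and the cadherin and protocadherin median at −0.76 with length offsets. Even dilution of HCs by other cells would also give 1 common value, so the same Q argues against it as the only cause. Over 19 genes of the motile cilium list with the same minimum count, Q was 120 on 18 degrees of freedom, with values from −1.54 (Cfap126) to 0.15 (Cfap97), which argues against even dilution as the only cause there too, although that list was set by gene symbols and not by cell type. A contribution of dilution to either fall stays open. The comparison with supporting cells decided nothing, since the members of that list went both ways, from −0.94 (Gjb6) to 0.82 (Hes1). The HC median minus the supporting cell median differed between the groups by −0.095 (SD 0.121 over IDPN libraries, exact permutation p = 0.30, n = 3 per group), and the motile cilium median minus the supporting cell median by −0.37 (SD 0.212, exact permutation p = 0.10, n = 3 per group).

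The interferon median rose by 0.59 more than the macrophage median (SD 0.311 over IDPN libraries, exact permutation p = 0.10, n = 3 per group). A rise of macrophage genes was not established. The macrophage list had a median of 0.51, but 0 of its 15 genes were called over all genes tested, 2 were when adjusted over the list alone, and 6 were higher at an unadjusted p under 0.05. Its fry adjusted p was 0.150, and without IDPN 2 its median was 0.28 (camera adjusted p = 0.0876). Within the list, Csf1r (−0.011), Cx3cr1 (−0.098), C1qb (0.11) and Ptprc (0.065), picked after their values were seen, changed little. The lymphocyte list was too low to test, and few cells with high interferon-responsive expression could be missed by these lists, so more immune cells and a response of resident cells cannot be told apart.

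By summed counts, the beta protocadherin cluster fell far more than the alpha (log2 ratio −0.85) and gamma (−0.20) clusters. Gene by gene the alpha cluster fell too, with a median of −1.94 and 5 of 7 genes kept lower. Of the 22 beta genes, 20 were lower in every IDPN than in every Control library, where chance gives 10% for either order, and 19 were called. A mere exchange of reads between paralogs is argued against, since the summed counts fell by a log2 ratio of −3.03, from −3.28 to −2.82 without 1 library and −2.77 with total-count scaling. A change of the whole chromosome region is argued against, since the 24 flanking genes within 1 Mb had a median of −0.11. A lower share of the cells that express the cluster stays open, since no list shows which cells these are. The supporting cell list had a median of −0.23 (−0.32 to −0.066 without 1 library). Under total-count scaling it was 0.0094, where the median of all genes shifted by 0.25, and the list passed camera (adjusted p = 0.0265). These values bear on supporting cells alone. Chromosome 18 held more downregulated genes than its share (38 of 453 tested genes, odds ratio 2.69, Fisher's exact adjusted p = 1.90e-05 over 40 tests), and without clustered protocadherins the odds ratio was 1.06 (14 genes). A change of regulation within the cluster is a candidate explanation. A sequence difference at the cluster between the animals was not tested, and since the title codes differ between the groups it would be confounded with IDPN.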
